A study of Mus musculus with 8 samples. Its data were reported in "Translation in astrocyte distal processes sets molecular heterogeneity at the gliovascular interface" (2017).

How the data were processed

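The series holds Affymetrix Mouse Gene 2.0 arrays, 4 of undigested and 4 of digested brain vessels. Per the study's methods each library pooled vessels from several mice, and the libraries were prepared independently, so p-values measure the spread between such pools. The authors name quality control in Expression Console, analysis with EASANA on FAST DB annotation, background correction with antigenomic probes and quantile normalization. The deposited table holds 1 log2 value per transcript cluster and array. Whether these values had the normalization that the methods describe is not stated, and the array medians ran from 5.58 to 5.71. The log2 scale was read from the range of the values, and which program wrote the table is not stated. No value was transformed further for the main analysis.

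The table has 41345 transcript clusters. Gene symbols came from the platform table, checked against the supplied RefSeq gene table (assembly GRCm38.p6, used for names and gene spans only), in which 23328 Entrez identifiers were matched and 0 symbols changed. A single symbol was found for 23521 clusters, several for 1814 and none for 16010. The background floor was the 90th percentile of the mean levels of 1405 olfactory and vomeronasal receptor clusters, 4.68. The 27664 clusters with a mean over the 8 arrays above the floor were kept and 13681 were left out. For gene lists each gene was represented by its cluster with the highest mean over the 8 arrays, which gave 16221 distinct genes. No coordinates are given, since the labels name no genome build for the arrays.

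Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate, Benjamini-Hochberg over all clusters kept), at an adjusted p of 0.05, with and without a 2-fold change, and at the study's thresholds of an unadjusted p of 0.05 and 2-fold. The 24 gene lists were written from textbook knowledge before the data were examined, except that the study text endfeet genes were taken from the study's text. They were tested with camera (inter-gene correlation preset at 0.01, Benjamini-Hochberg over the lists), with camera at an estimated correlation and with fry beside it. The study's published list of genes lowered on these same arrays had been read before. The lists were thus not written blind to it, and their counts of lowered genes are not independent evidence. Differences between 7 pairs of lists were tested on per-array list means with an exact two-sided permutation over the 70 assignments of the arrays, whose smallest p is 0.0286. Small RNA and receptor clusters were tested with camera over all clusters. Figures were drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

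Genes were named by a rule fixed before the data were examined: the 10 most lowered and 10 most raised genes with a single symbol, past the test and without overlap between the groups, genes named in the study's text, and for each list the up to 3 members with the largest change and the most abundant one. Genes named outside this rule are marked as named after their values were seen. Not every gene that meets the rule is given below. The steps were tested on simulated data with 50 changed clusters per size among 27664, of which 48%, 88%, 96% and 100% were recovered at 1.5-, 2-, 3- and 4-fold, and 8 unchanged clusters were among 174 calls. The simulated noise was independent between clusters and few clusters changed. In the real data 5872 clusters passed and genes of a list were correlated, so these rates need not hold there.

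Alternatives tried were centring each array on its median or on the endothelial list, a second quantile normalization, no filter or a stricter filter on low values, eBayes with trend and robust, array weights, the replicate number as a block, the methods' t-test, leaving out each array, the mean of all clusters of a gene, the median over list members, genes in several lists left out and an estimated inter-gene correlation. Leaving out undigested arrays 1 and 2, or 3 and 4, and a block of numbers 1 and 2 against 3 and 4 were added after seeing the data. The study's translating ribosome data are not part of this series and were not analysed.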

Results

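Brain vessels of 2-month-old C57Bl6 mice were obtained either with mechanical homogenization of the brain (undigested) or with an enzymatic digestion in its place (digested), which partly digests the basal lamina, the protein sheet that holds astrocyte endfeet, the perivascular tips of astrocytes, on the vessel wall. RNA from 4 undigested and 4 digested vessel preparations was hybridized to Affymetrix Mouse Gene 2.0 arrays, 1 array per preparation. The study made the comparison to find transcripts that leave the vessel fraction when the endfeet are detached. The groups also differed in how the brain was dissociated, since digestion was a warm incubation with enzymes, DNAse among them. No difference below can therefore be assigned to the loss of endfeet alone. Levels are log2 values, and every difference is digested minus undigested. Arrays of the same group correlated at r = 0.972 to 0.986 (undigested) and 0.976 to 0.982 (digested) over 27664 transcript clusters above background, against 0.946 to 0.962 between the groups. The first principal component held 48.4% of the variance and parted the groups. The second, with 15.1%, parted undigested arrays 1 and 2 (18.9 and 17.9) from undigested arrays 3 and 4 (-25.8 and -20.1), a split that no label names, and spread the digested arrays along the same axis (7.90, 18.8, 0.57 and -18.0 for arrays 1 to 4). The number of arrays, 4 per group, limits the precision.

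Upon digestion, the most lowered named genes were Cdhr4 and Cdhr3, cadherin-related genes, together with Tmem212, Rgs22 and Spag17 of the motile cilia list, Dthd1, Ccdc180, the water channel gene Aqp4, the iron-siderophore binding protein gene Lcn2 and Mfsd2a, a lipid transporter of the blood-brain barrier. Cdhr4 fell from 9.01 ± 0.31 to 6.18 ± 0.43 (mean ± SD, n = 4), a 7.09-fold decrease with a limma adjusted p of 0.0003. Mfsd2a fell 4.69-fold, from 10.01 ± 0.39 to 7.79 ± 0.33 (adjusted p = 0.000558). The most raised were Prr32, Cox8b, Fos, Frmpd1os, F5, Tc2n, Sult1c2, Vat1l, Sowahc and Sult1c1. Prr32 rose 6.53-fold from 6.60 ± 0.48 to 9.30 ± 0.26 (adjusted p = 0.000404), Cox8b, a cytochrome c oxidase subunit gene, 6.12-fold (adjusted p = 0.000207), and the coagulation factor V gene F5 3.74-fold (adjusted p = 0.0013). The undigested means of Frmpd1os (4.67) and Sult1c1 (4.58) lay under the background floor of 4.68, which leaves a rise of at least 2.12 and 1.64 on the log2 scale.

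In all, 5872 clusters passed an adjusted p of 0.05, 2813 lowered and 3059 raised, and 598 of them changed at least 2-fold, 343 lowered and 255 raised. At the study's own thresholds, an unadjusted p of 0.05 and 2-fold, there were 613 clusters. Of these, 354 were lowered, among them 236 distinct named genes, and 259 were raised, among them 221. Of all 16221 named genes above background, 4807 (29.6%) had no overlap between the 4 digested and the 4 undigested arrays, a pattern that chance gives in 2.86% of genes. The balance of lowered and raised calls depended on the scaling: lowered clusters made up 47.9% of the 5872, 29.7% once each array was centred on its median, and 2.24% once the arrays were centred on the endothelial list, which moved the median of all clusters from -0.02 to 0.47. Gene and list values given below after endothelial centring are to be read against that median of 0.47. Without undigested replicate 1 the raised count was 2028, and without both undigested arrays 1 and 2, an analysis added after seeing the data, 2415 clusters passed in all.

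**Figure D1:**
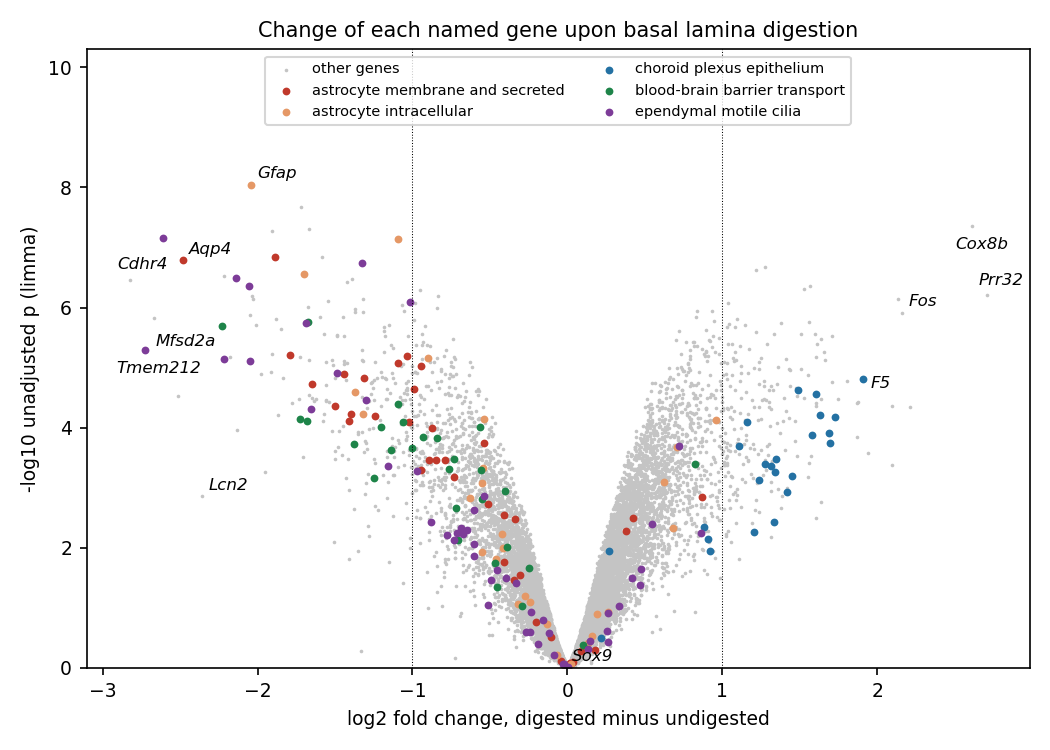
Log2 fold change of each named gene (x axis, digested minus undigested) against -log10 of its unadjusted limma p (y axis), with 5 gene lists in colour and dotted lines at 2-fold. Aqp4 at -2.48 and Gfap at -2.04 lie far to the left and F5 at 1.90 to the right, and these 3 genes kept their side under every scaling tried.

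The genes that the study names in its text behaved as follows. Aqp4 (transcript cluster 17352862) fell 5.59-fold, from 8.99 ± 0.31 to 6.50 ± 0.28 (n = 4 per group, log2 fold change -2.48, SE 0.18, adjusted p = 0.000248). Gfap (17270354), the intermediate filament gene of astrocytes, fell 4.12-fold, from 9.14 ± 0.15 to 7.10 ± 0.15 (log2 fold change -2.04, SE 0.11, adjusted p = 0.000124). Gja1 (17233347), which encodes connexin 43, fell 3.45-fold (adjusted p = 0.000941) and Kcnj10 (17219536), which encodes the potassium channel Kir4.1, 2.72-fold (adjusted p = 0.00116). Of the other astrocyte genes, Hes5 differed by 0.16 (SE 0.14), Sox9 by -0.02 (SE 0.18) and Aldh1l1 by 0.26 (SE 0.15), with adjusted p of 0.47, 0.941 and 0.252. With 1 array left out, Hes5 ranged from 0.04 to 0.26, Sox9 from -0.13 to 0.11 and Aldh1l1 from 0.14 to 0.37, without passing. Centring on the endothelial list brought Hes5 (0.65) and Aldh1l1 (0.75) past the test as raised. Sox9 took the other sign with arrays centred on their median (0.06) or on the endothelial list (0.47). The endothelial tight junction gene Cldn5 differed by -0.42 (SE 0.16, adjusted p = 0.0867), or 0.07 with arrays centred on the endothelial list, and the smooth muscle actin gene Acta2 by 0.36 (SE 0.11, adjusted p = 0.0512). Neither passed the test, but Cldn5 did without undigested replicate 4 (-0.56), and Acta2 did without undigested replicate 3 (0.42), digested replicate 3 (0.42) or digested replicate 4 (0.42), after median (0.45) or endothelial (0.85) centring, with array weights (0.41), with the stricter filter on low values and with eBayes with trend and robust (both 0.36). Lcn2 fell 5.12-fold (adjusted p = 0.0136), but its undigested arrays spread widely (SD 1.26 against 0.30 in the digested ones), and the methods' t-test gave an adjusted p of 0.0603.

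**Figure D2:**
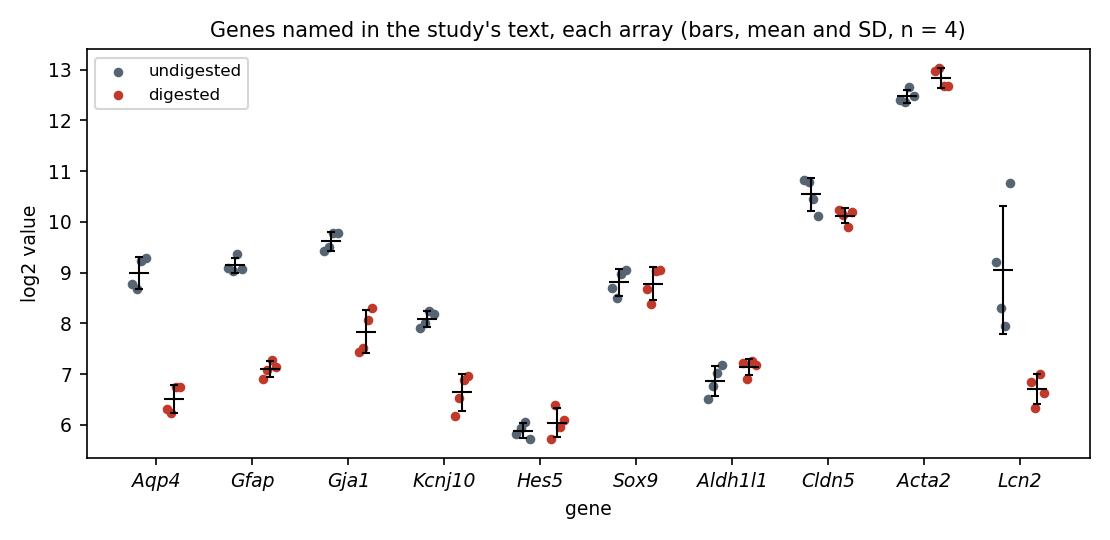
Log2 values (y axis) of 10 genes named in the study's text (x axis) on each of the 4 undigested and 4 digested arrays, with bars for the mean and SD. The groups are clear of each other for Aqp4, Gfap, Gja1, Kcnj10 and Lcn2, and overlap for Hes5, Sox9 (difference -0.02, positive after median or endothelial centring), Aldh1l1 and Cldn5 (-0.42, positive after endothelial centring). For Acta2, which did not pass the test, they are only just apart (highest undigested value 12.66, lowest digested value 12.67).

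Astrocyte genes for membrane and secreted proteins were mostly lowered, and those for intracellular proteins were lowered in part. The arrays do not tell which cells a transcript came from. Members that rose or did not change may therefore reflect other cells of the preparation, and this was not tested. Of 38 measured membrane and secreted genes, 25 fell, 3 rose and 10 did not pass the test (28 fell and 3 rose when adjusted over the list alone), with a median log2 fold change of -0.82. Besides Aqp4 and Gja1, Mlc1, a membrane protein gene of endfoot junctions, fell 3.70-fold (adjusted p = 0.000248). Sparcl1, the most abundant member, differed by -0.11 (SE 0.10), or 0.38 after endothelial centring. The 3 that rose were Clu, Mfge8 and Slc39a12, named after their values were seen, and none of them passed in every alternative: the methods' t-test gave adjusted p of 0.0566 for Clu and 0.0538 for Slc39a12, and Mfge8 had 0.0614 with the replicate number as a block. Clu was also lost without undigested replicate 1 (0.31), undigested replicate 2 (0.33) or digested replicate 1 (0.39), 2 (0.39), 3 (0.37) or 4 (0.37), and Mfge8 without undigested replicate 1 (0.38), 2 (0.42) or 4 (0.42) or digested replicate 1 (0.38) or 2 (0.38). Of 29 intracellular genes, 12 fell, 4 rose and 13 did not pass (14 and 4 over the list alone), with a median of -0.32, which turned to 0.17 after endothelial centring. Its list mean differed by -0.26 between arrays numbered 1 and 2 and by -0.42 between arrays numbered 3 and 4, a division looked at, here and for other lists, after seeing the data. Gfap, the fatty acid binding protein gene Fabp7 (3.25-fold lower, adjusted p = 0.000293) and the mitochondrial carrier gene Slc25a18 (2.59-fold lower, adjusted p = 0.00162) led this list, while Glul, the glutamine synthetase gene, fell 1.45-fold, a call that endothelial centring ended (-0.05). Camera gave adjusted p of 8.44e-13 and 0.000164 for the 2 lists, and adjusted p = 0.243 and 0.355 with an estimated correlation. The mean of the membrane and secreted list fell by 0.72 and that of the intracellular list by 0.34, and the difference between them, -0.38, had an exact two-sided permutation p of 0.0286, the smallest that 70 assignments of the arrays allow. Adjusted over the 7 pairs of lists tested this is 0.05, which does not go below the threshold. All 14 measured endfeet genes named in the study's text fell, 13 of them at least 2-fold, with a median of -1.39 (adjusted p = 6.63e-15, and 0.166 with an estimated correlation), among them the testican gene Spock2 (2.30-fold lower). The study chose those genes on these samples, so their count is not independent evidence. They make up most of the 11 membrane and secreted genes shared with other lists, against 2 intracellular genes, Gfap and Slc25a18. The intracellular list also holds Hes5, Sox9 and Aldh1l1, which the study reports as not depleted. The difference between the membrane and intracellular lists was not tested without these genes, so it partly restates the study's choice.

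Among vascular genes, most transport and pericyte genes were lowered, and 5 of 25 smooth muscle genes were raised. Of 28 blood-brain barrier transport genes, 22 fell, 1 rose and 5 did not pass (25 and 1 over the list alone), with a median of -0.75. The list mean differed by -1.10 between arrays numbered 1 and 2 and by -0.55 between arrays numbered 3 and 4, with Car4 at -2.40 and -1.05 and Slc19a3 at -2.37 and -0.99. Mfsd2a, the carbonic anhydrase gene Car4 (3.31-fold lower, adjusted p = 0.00264) and the thiamine transporter gene Slc19a3 (3.21-fold lower, adjusted p = 0.0027) fell most, and the glucose transporter gene Slc2a1 fell 1.48-fold from a level of 12.65 ± 0.09 (n = 4), or by 0.07 on the log2 scale and not past the test after endothelial centring. The 1 that rose was Slc5a6 (0.83), named after its value was seen. Of 38 general endothelial genes, 20 fell, 0 rose and 18 did not pass (25 and 0 over the list alone), with a median of -0.43, which is 0.06 once arrays are centred on this same list. Ly6c1 fell 2.95-fold, Nostrin 2.83-fold and Robo4 2.01-fold, whereas Ptprb, the most abundant member, differed by -0.03 (SE 0.12), or 0.05 and 0.46 after median and endothelial centring. Of 21 pericyte genes, 14 fell, 0 rose and 7 did not pass (16 lowered and 1 raised over the list alone), with a median of -0.79. Atp13a5 fell 4.07-fold (adjusted p = 0.000413), the potassium channel subunit gene Abcc9 2.72-fold, Vtn 2.18-fold and Rgs5 1.73-fold, the last no longer past the test after endothelial centring (-0.30). Adjusted p values were 2.64e-13 for transport, 1.55e-11 for endothelial and 3.89e-09 for pericyte genes, and 0.219, 0.263 and 0.166 with an estimated correlation. Several members, such as Mfsd2a, Car4, Slc19a3, Atp13a5, Abcc9 and Vtn, are on the study's own list of genes lowered on these arrays. That list had been read when the gene lists were written, so these results are not independent of it.

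Smooth muscle genes had a positive median of 0.50. Of 25 measured, 5 rose, 2 fell and 18 did not pass (16 and 2 over the list alone). The calponin gene Cnn1 rose 2.33-fold (adjusted p = 0.0151, and 0.061 with the methods' t-test) and Hspb6 2.31-fold (adjusted p = 0.00208), while the calsequestrin gene Casq2 fell 2.01-fold (adjusted p = 0.00224). Camera's adjusted p of 0.000309 became 0.447 with an estimated correlation, and fry's adjusted p was 0.0688. The list mean was higher by 0.88 on digested arrays 1 and 2 than on the undigested arrays of the same numbers and by 0.11 on arrays 3 and 4, and over all arrays the groups overlapped (difference 0.50, exact two-sided permutation p = 0.0571). Between list means, pericyte minus smooth muscle was -1.15 and transport minus endothelial -0.34 (both exact two-sided permutation p = 0.0286, adjusted 0.05, which does not go below the threshold). For transport minus endothelial, leaving out undigested replicate 1, 2, 3 or 4 in turn raised the exact p to 0.0857 at differences of -0.35 to -0.32. The astrocyte lists together lay at -0.07 relative to the endothelial list (exact permutation p = 0.886) and at -0.53 relative to the mural lists (exact permutation p = 0.0571, adjusted 0.08), neither past the test.

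**Figure D3:**
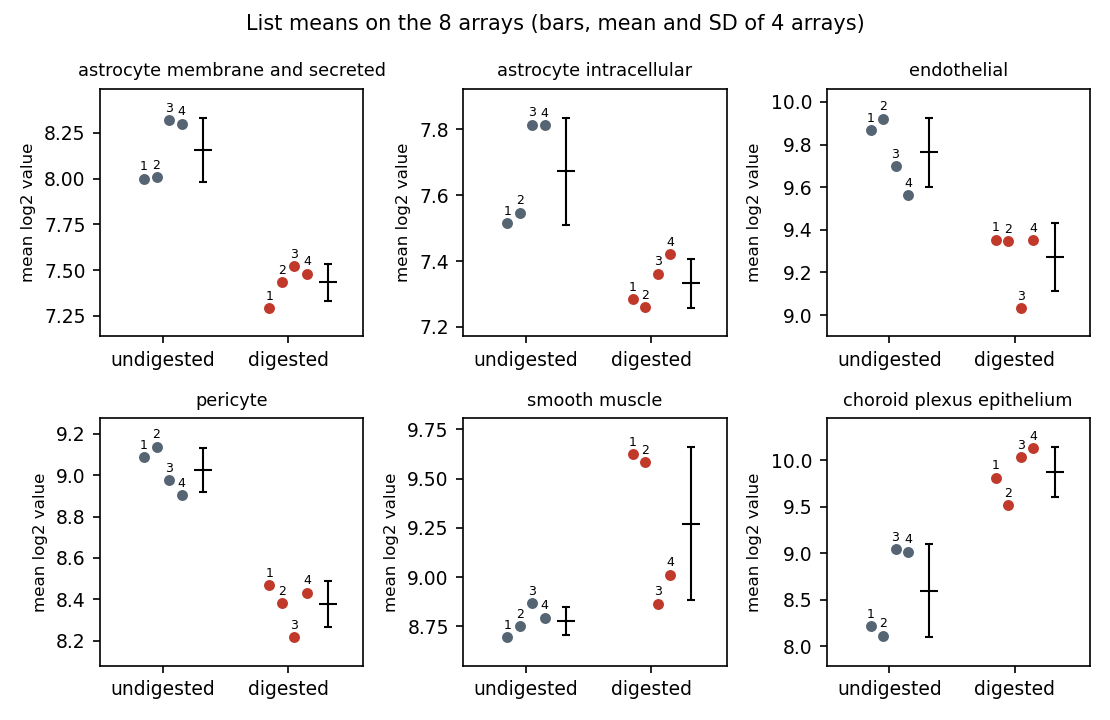
Mean log2 value of the measured genes of 6 lists (y axes, each with its own range) on each array of the undigested and digested groups (x axes), with array numbers above the points and bars for the mean and SD of 4 arrays. Digested arrays lie below all undigested ones for the astrocyte, endothelial and pericyte lists and above them for choroid plexus (centring arrays on the endothelial list would turn the intracellular astrocyte and endothelial medians positive), while smooth muscle differs by 0.88 in arrays 1 and 2 and by 0.11 in arrays 3 and 4. After that centring both medians would still lie under the median of all clusters, 0.47.

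Most perivascular macrophage genes were lowered, and a smaller part of the fibroblast and microglia genes. Of 17 perivascular macrophage genes, 13 fell, 0 rose and 4 did not pass (14 and 0 over the list alone), with a median of -0.83. The mannose receptor gene Mrc1 fell 2.74-fold (adjusted p = 0.00547), the factor XIII gene F13a1 2.65-fold (adjusted p = 0.0119, and 0.053 with the methods' t-test) and the Fc receptor gene Fcgrt 1.41-fold, a call that endothelial centring ended (-0.01). Lyve1 fell 2.45-fold (adjusted p = 0.0277), a call lost in 5 of the fits without 1 array, with the methods' t-test and after endothelial centring. Of 32 perivascular fibroblast genes, 14 fell, 0 rose and 18 did not pass (21 and 0 over the list alone), with a median of -0.41, or 0.08 after endothelial centring. Slc6a13 fell 2.98-fold, the organic anion transporter gene Slc22a6 2.91-fold and the retinaldehyde dehydrogenase gene Aldh1a2 2.51-fold. Of 21 microglia genes, 8 fell, 1 rose and 12 did not pass (11 and 1 over the list alone), with a median of -0.37, or 0.12 after endothelial centring. The microglia list means of the groups overlapped (difference -0.29, exact two-sided permutation p = 0.0857). The complement gene C1qa fell 1.76-fold (not past after endothelial centring, -0.32), and Ltc4s, an enzyme gene of leukotriene synthesis, rose 2.93-fold. C1qb fell 1.73-fold (adjusted p = 0.0357), a call lost in 5 of the fits without 1 array, with the methods' t-test and after median or endothelial centring. Between arrays numbered 1 and 2, and then 3 and 4, the list means differed by -0.59 and -0.94 for macrophage, -0.32 and -0.70 for fibroblast and -0.20 and -0.38 for microglia genes. Adjusted p were 3.07e-08, 2.29e-08 and 0.000458 in this order, and 0.243, 0.263 and 0.358 with an estimated correlation. Macrophage minus microglia list means gave -0.48 (exact two-sided permutation p = 0.0286, adjusted 0.05, not below the threshold), but with the median over members in place of the mean the difference was 0.10 (exact p = 0.629).

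Choroid plexus epithelium genes were the most raised list. Of 24 measured, 21 rose, 19 of them at least 2-fold, 0 fell and 3 did not pass (23 rose over the list alone), with a median log2 fold change of 1.34. F5, Calml4 (3.31-fold, adjusted p = 0.00254) and the carbonic anhydrase gene Car12 (3.23-fold, adjusted p = 0.00433) rose most. Ttr, the transthyretin gene and hallmark of this epithelium, went from 13.31 ± 0.13 to 13.58 ± 0.02 (n = 4, adjusted p = 0.0522), and on every digested array it held the highest value of the array. The tops of all arrays lay close together, from 13.52, so the Ttr probes were near the ceiling and its difference and p do not measure how far it changed. Ttr passed without undigested replicate 3 (0.31), after median (0.35) or endothelial (0.76) centring, with array weights (0.29), and with the stricter filter on low values, eBayes with trend and robust or the methods' t-test (all 0.27). The list mean also differed within the undigested group, where arrays 1 and 2 had 8.22 and 8.11 and arrays 3 and 4 had 9.04 and 9.02, and the median was 0.86 without undigested arrays 1 and 2 and 1.77 without 3 and 4 (both added after seeing the data). Camera's adjusted p was 1.39e-11, and 0.303 with an estimated correlation.

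Of 52 genes of motile cilia, which ependymal cells carry, 24 fell, 3 rose and 25 did not pass (26 and 4 over the list alone), with a median of -0.50, or -0.013 after endothelial centring. Tmem212 fell 6.61-fold (adjusted p = 0.000842), Rgs22 6.11-fold (adjusted p = 0.000221) and Spag17, a central pair protein gene, 4.65-fold (adjusted p = 0.000983). The 3 that rose were Pifo (0.86), Ak8 (0.72) and Rsph9 (0.54), named after their values were seen, of which only Ak8 passed with any single array left out. Without undigested replicate 1, undigested replicate 2, digested replicate 1, digested replicate 3 or digested replicate 4, Pifo (0.75, 0.81, 0.88, 0.87 and 0.65) and Rsph9 (0.50, 0.45, 0.55, 0.48 and 0.51) did not pass. The adjusted p of the list was 2.46e-08, and 0.423 with an estimated correlation. Its mean relative to that of the astrocyte lists was -0.03 and did not pass (exact permutation p = 0.83).

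The neuron, oligodendrocyte and ribosomal protein lists had small positive medians, though most neuron and oligodendrocyte genes did not pass the test. The neuron list means of the groups overlapped (exact two-sided permutation p = 0.0571). Of 27 neuronal genes, 9 rose, 0 fell and 18 did not pass (10 over the list alone), with a median of 0.34. Neurogranin (Nrgn) rose 2.41-fold and the postsynaptic scaffold gene Dlg4 1.58-fold, while the most abundant member, Snhg11, differed by -0.05 (SE 0.23), or 0.04 and 0.44 after median and endothelial centring. Of 22 oligodendrocyte genes, 8 rose, 1 fell and 13 did not pass (10 and 2 over the list alone), with a median of 0.25. The myelin gene Mag rose 2.22-fold, Enpp6 2.07-fold and Ermn 2.07-fold, and Mal fell 1.49-fold, a call that endothelial centring ended (-0.09). Of 16 precursor genes 4 rose and 12 did not pass (4 over the list alone), with a median of 0.19. Of 41 ribosomal protein genes 23 rose, 0 fell and 18 did not pass (29 over the list alone), with a median of 0.35, for example Rps13 (1.81-fold) and Rpl41 (1.46-fold). Adjusted p were 0.00109 for neurons, 0.0248 for oligodendrocytes, 0.102 for precursors and 3.52e-08 for ribosomal proteins, and 0.432, 0.423, 0.432 and 0.243 with an estimated correlation. In arrays numbered 1 and 2, and then 3 and 4, the list means differed by 0.43 and 0.16 for oligodendrocytes, 0.29 and 0.08 for precursors and 0.40 and 0.24 for neurons. Precursor genes passed with fry (adjusted p = 0.0429) and without digested replicate 4 (0.18). The oligodendrocyte call was lost without undigested replicate 1 (0.24), undigested replicate 2 (0.26) or digested replicate 3 (0.27) and with arrays centred on their median (0.33) or on the endothelial list (0.74), and with the stricter filter on low values (0.25).

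Of the response lists, interferon genes had the largest share lowered. Of 23 measured, 17 fell, 0 rose and 6 did not pass (21 over the list alone), with a median of -0.54, or -0.054 after endothelial centring. Rsad2 fell 2.07-fold, Oas2 1.97-fold and Ifit1 1.85-fold, all antiviral effectors (adjusted p = 0.00166, 0.000769 and 0.00101). Of 28 inflammatory NF-kB genes 4 fell, led by Lcn2, 0 rose and 24 did not pass (4 over the list alone), with a median of -0.20, or 0.30 after endothelial centring. Sele (-0.78, its digested mean under the floor) and Icam1 (-0.72) did not pass (adjusted p = 0.0721 and 0.0628). Both did with array weights or without undigested replicate 3. Of 19 glucocorticoid response genes 7 fell, 1 rose and 11 did not pass (10 and 2 over the list alone), with a median of -0.42, or 0.07 after endothelial centring. The connexin gene Gjb6, itself an astrocyte gene, fell 3.14-fold and the metallothionein gene Mt2 2.83-fold. Cdkn1a differed by -1.41 and did not pass (adjusted p = 0.0641), but did with array weights or without undigested replicate 3. Of 24 basal lamina and receptor genes 9 fell, 0 rose and 15 did not pass (12 and 2 over the list alone), with a median of -0.29, or 0.20 after endothelial centring. The laminin receptor gene Itga6 fell 2.69-fold, Lama2 2.06-fold and Col15a1 1.87-fold, the last not past the test after endothelial centring (-0.41). In arrays numbered 1 and 2, and then 3 and 4, the list means differed by -0.32 and -0.57 for glucocorticoid and -0.19 and -0.33 for basal lamina genes. Adjusted p were 4.49e-12 for interferon, 0.00113 for NF-kB, 0.00122 for glucocorticoid and 0.000369 for basal lamina genes, and 0.166, 0.243, 0.355 and 0.263 with an estimated correlation.

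The immediate early, heat shock, hypoxia and glycolysis, and blood lists did not pass (adjusted p = 0.625, 0.373, 0.681 and 0.484). Their medians were 0.15, -0.04, 0.05 and -0.10, of which heat shock turned positive after median (0.04) and endothelial (0.45) centring and blood after endothelial centring (0.39). Within the first, 5 of 42 genes rose and 1 fell (5 and 1 over the list alone). Fos rose 4.47-fold, from 6.21 ± 0.36 to 8.38 ± 0.29 (n = 4, adjusted p = 0.000463), and Gadd45g 1.86-fold, while Dusp1 differed by 0.02 (SE 0.25), or -0.02 after a second quantile normalization. Ccn1 differed by 0.94 and did not pass (adjusted p = 0.0518), but did in several alternatives. Of 17 heat shock genes 1 passed as raised and 1 as lowered (0 and 0 over the list alone), and both calls were lost with several single arrays left out and under the methods' t-test. Of 23 hypoxia and glycolysis genes 5 rose and 4 fell (5 and 4 over the list alone), with the glycolytic genes Pgk1 2.17-fold, Tpi1 1.97-fold and Gapdh 1.53-fold higher. Angptl4, the member with the largest change, was 2.85-fold lower (adjusted p = 0.0419), but did not pass without undigested replicate 1 (-1.47), 2 (-1.56) or 4 (-1.09) or digested replicate 1 (-1.48), 2 (-1.42) or 4 (-1.40), nor with the methods' t-test, the replicate number as a block or no filter on low values (all -1.51). None of the 5 measured blood genes passed (0 over the list alone). No list of the 24 passed with an estimated correlation, where the lowest adjusted p was 0.166.

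**Figure D4:**
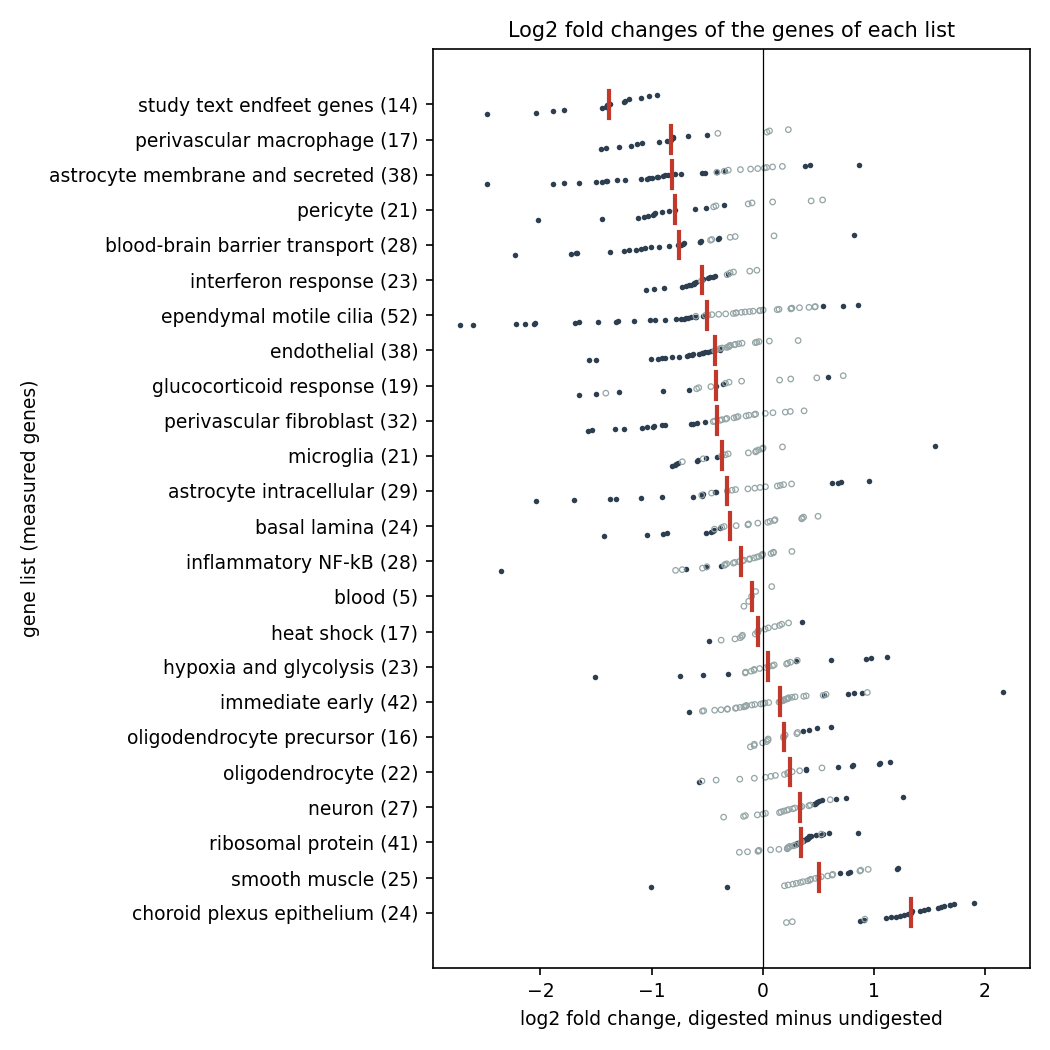
Log2 fold changes (x axis, digested minus undigested) of the measured genes of the 24 lists (y axis, number of genes in brackets), with filled points for genes past an adjusted p of 0.05, open points for the others and a red bar at the list median. Medians run from -1.39 for the endfeet genes of the study's text to 1.34 for choroid plexus, and with arrays centred on the endothelial list those of intracellular astrocyte, endothelial, fibroblast, microglia, glucocorticoid, basal lamina, NF-kB, heat shock and blood genes turn positive. These medians then still lie under the median of all clusters, 0.47.

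Small RNA probes were tested over all clusters of the table, without the filter on low values. The 507 microRNA clusters had a median of -0.17, with 107 lowered and 1 raised (camera adjusted p = 3.79e-08), at a median level of 4.59, under the background floor. The 76 small nucleolar RNA clusters had a median of -0.30, with 11 lowered and 3 raised (adjusted p = 8.01e-07). The adjusted p with an estimated correlation was 0.0334 for microRNA and 0.282 for small nucleolar RNA clusters. The 1405 olfactory and vomeronasal receptor clusters, taken as genes not used by vessels, had a median of 0.04 and did not pass (adjusted p = 0.0713), but did without undigested replicate 1 (0.046) and after median centring (0.12).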

Values the study reported

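The study's text counts 310 mRNAs in its endfeet transcriptome, 28 of which were also on its endfeet translating ribosome list. A figure legend gives 337 mRNAs for the same transcriptome.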

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

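The endothelial and interferon response list means, and the values of 10 named genes, were singled out because 1 of 4 arrays of a group lay far from the others, with a gap, relative to the group's range, above Dixon's 95% critical value. No test in this part was chosen after the result was seen. Of 266 groups of 4 values 12 met this, and chance flags about 1 in 20 groups, here 13.3. Digested array 3 lay low for the endothelial list (9.03 against 9.35 to 9.35, ratio 0.976), the interferon response list (6.88 against 7.04 to 7.05, 0.942) and its member Ifih1 (8.45 against 8.69 to 8.71, 0.917). Digested array 4 lay high for the cilia gene Rgs22 (6.35 against 5.65 to 5.68, 0.954) and for Ttr (others at 13.57 to 13.57, 0.842) and low for Dusp1 (9.35 against 9.57 to 9.60, 0.858). Undigested array 3 lay high for Gfap (9.36 against 9.04 to 9.09, 0.840) and low for Slc2a1 (12.53 against 12.69 to 12.70, 0.931) and Cdkn1a (8.10 against 10.15 to 10.36, 0.905). The others were Vtn on undigested array 2 (11.78 against 11.76 to 11.77, 0.903), Fcgrt on undigested array 4 (10.57 against 10.86 to 10.87, 0.971) and Xylt1 on undigested array 1 (7.16 against 7.31 to 7.33, 0.832). The number of such groups is no larger than chance gives, and no explanation was tested.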

How the results depend on the processing

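Tests with undigested arrays 1 and 2, or 3 and 4, left out, and with numbers 1 and 2 against 3 and 4 as a block, were chosen only after the result was seen. Signal over background limits what the arrays resolve: 13681 clusters did not rise above the floor. For every reversal or lost call below the cause was not tested, except that centring on the endothelial list shifts all genes up by construction and fewer arrays lower the power. The other list results, 482 of them, kept direction and side of the threshold.

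With arrays centred on the endothelial list, 16732 clusters passed (375 lowered, 16357 raised), 1768 at 2-fold (84 and 1684) and 1771 at the study's thresholds (85 and 1686). Medians reversed for astrocyte intracellular (0.17), endothelial (0.064), fibroblast (0.084), microglia (0.12), NF-kB (0.30), basal lamina (0.20), glucocorticoid (0.071), heat shock (0.45) and blood (0.39) lists, and oligodendrocyte (0.74) no longer passed. All the reversed medians lay under the median of all clusters in this scaling, 0.47. Camera still called these lists, at adjusted p of 6.55e-05 or less, apart from heat shock and blood. Genes reversed were Sox9 0.47, Cldn5 0.068, Sparcl1 0.38, Ptprb 0.46, Cspg5 0.38, Snhg11 0.44, Hspb1 0.012, Hsph1 0.12, Hspa8 0.45, Vcam1 0.46, Sparc 0.10, Ifih1 0.20, Mmp9 0.32, Slc4a1 0.37, Ccl5 0.39 and Nkg7 0.43. With arrays centred on their median, heat shock reversed (0.044), oligodendrocyte was lost (0.33), receptor clusters passed (0.12), and Sox9 0.064, Ptprb 0.054, Snhg11 0.039, Hspa8 0.050, Vcam1 0.053 and Nkg7 0.024 reversed. A second quantile normalization reversed Dusp1 (-0.022) and Nkg7 (0.018), and array weights reversed Sox9 (0.0017) and Dusp1 (-0.082). Oligodendrocyte (0.25) was lost with the stricter filter.

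Without undigested arrays 1 and 2, 2415 clusters passed (1407 lowered, 1008 raised), with 117 raised at 2-fold and 125 at the study's thresholds. Oligodendrocyte (0.21) was lost, immediate early (0.27) passed and hypoxia (-0.049) reversed. Without undigested arrays 3 and 4, 443 clusters were raised at 2-fold and 456 at the study's thresholds, precursor genes (0.18) passed and immediate early (-0.062) reversed. A block of numbers 1 and 2 against 3 and 4 gave 6927 clusters and changed no list call.

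With fry in place of camera, smooth muscle was lost (adjusted p = 0.0688) and precursor genes passed (0.0429). With an estimated correlation none of the 19 lists passed, at the same medians: astrocyte membrane -0.82 and intracellular -0.32, endfeet -1.39, cilia -0.50, choroid plexus 1.34, endothelial -0.43, transport -0.75, pericyte -0.79, smooth muscle 0.50, fibroblast -0.41, macrophage -0.83, microglia -0.37, oligodendrocyte 0.25, neuron 0.34, NF-kB -0.20, basal lamina -0.29, interferon -0.54, glucocorticoid -0.42 and ribosomal protein 0.35.

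Leaving out each array gave 4047 to 5610 clusters at the adjusted p, with 2028 to 2874 raised, 553 to 693 at 2-fold, and medians of 0.22 to 0.30 for oligodendrocyte, 0.13 to 0.21 for precursor (past the test without digested replicate 4, 0.18), 0.013 to 0.20 for immediate early, -0.068 to 0.033 for heat shock, -0.027 to 0.12 for hypoxia and -0.19 to 0.00055 for blood genes, and 0.022 to 0.046 for receptor clusters (past the test without undigested replicate 1, 0.046). Genes that reversed were Sox9 (-0.13 to 0.11), Ptprb (-0.10 to 0.058), Snhg11 (-0.20 to 0.084), Dusp1 (-0.26 to 0.18), Hspa8 (-0.078 to 0.033), Vcam1 (-0.10 to 0.024), Cspg5 (-0.22 to 0.025), Ccl5 (-0.19 to 0.00055) and Nkg7 (-0.14 to 0.058). Pairs ranged from -0.098 to 0.058 for cilia minus astrocyte, -0.17 to 0.047 for astrocyte minus endothelial, -0.65 to -0.42 for astrocyte minus mural and -0.41 to -0.27 for transport minus endothelial. With the mean of all clusters of a gene, cilia minus astrocyte reversed (0.0013) and astrocyte minus mural (-0.54) reached an exact permutation p of 0.0286. With the median over members, cilia minus astrocyte (0.35) and macrophage minus microglia (0.10) reversed and astrocyte minus mural (-1.12) reached the same p. Pairs are compared here on the unadjusted exact p, and 0.0286 did not go below the threshold once adjusted over the 7 pairs in the results above.

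Arrays of both groups carry the same replicate numbers. Deviations of same-numbered arrays correlated at 0.0604, 0.182, -0.0436 and 0.178, and 4 of 8 arrays correlated best with their own number. These values do not settle whether same-numbered arrays share more than a number. Undigested arrays 1 and 2 correlated at 0.152 and 0.182 with digested array 2 and at -0.197 and -0.211 with digested array 4. Undigested arrays 3 and 4 correlated at -0.185 and -0.121 with digested array 2 and at 0.199 and 0.178 with digested array 4. Correlations with digested arrays 1 and 3 lay between -0.107 and 0.0604. With the number as a replicate block 5442 clusters passed and no list call changed. For the pairs, the replicate block has a smallest exact p of 0.125, so none could pass: membrane minus intracellular -0.38, transport minus endothelial -0.34, macrophage minus microglia -0.48 and pericyte minus smooth muscle -1.15.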

Other observations

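Tests on cilia genes with gene span, the test of ependymal cell loss the test of scaling for choroid plexus genes and the look at 10 bins of genes by level and span were chosen only after the result was seen. A second list of choroid plexus epithelium genes, none of them in another list, was raised as well. Of 31 measured, 24 rose, 0 fell and 7 did not pass, with a median log2 fold change of 1.02, above 100% of 10000 random lists matched on level. All random lists in this section were drawn gene by gene and ignore correlation between genes. The estimated correlation was 0.925 in the first choroid plexus list, so genes that move together would easily exceed such lists. Of 46 measured genes with very large mRNAs outside cilia, 8 fell, 2 rose and 36 did not pass, with a median of -0.065.

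The 8 arrays can be split into 4 and 4 in 35 ways. Only 1 split, the real one, gave as many clusters as the 5872 past the adjusted p (highest other split 0), only 1 gave as many as the 598 that also changed 2-fold (highest other 0), and only 1 gave as many as the 613 past the study's thresholds (highest other 133). For the number of lists past the set test, 2 of the 35 splits gave as many as 19, and for small RNA and receptor classes 14 of 35 gave as many as 2, with a highest of 3. These numbers of lists and classes do not set the real split apart from other splits.

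Choroid plexus genes were higher in digested vessels. The second list's median of 1.02 is consistent with more choroid plexus tissue in the digested samples, and whether this tissue was removed before the vessels were isolated is not stated for the arrays. Whether the scaling of the arrays adds to it stays open: the median of the first list was 1.29 or more in 3 other scalings, but centring shifts a whole array and raised it. A second quantile normalization lowered it only from 1.34 to 1.29, which is a weak test if the values were already so normalized, as the study's methods describe. A change of expression in this epithelium caused by the enzymes or the incubation was not tested and stays open.

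The motile cilia list had a median of -0.50 in digested vessels, and of -0.013 with arrays centred on the endothelial list, which moved all genes up alike (median of all clusters 0.47) and did not end the list's call. A loss of long transcripts as the whole cause is argued against by the median of -0.065 for very large mRNAs outside cilia (bootstrap 95% interval -0.16 to -0.04), although it lay below 98.7% of random lists matched on level. Within the cilia list longer genes fell more (Spearman rho with gene span -0.33, permutation p = 0.0159, genes taken as independent, which they are not). This was not particular to cilia genes: rho was -0.54 for perivascular macrophage, -0.48 for neuron and -0.37 for heat shock genes, not tested. Glucocorticoid response genes had 0.24 and all measured genes -0.02. Gene span is also not the mRNA size by which the very large mRNAs were chosen. Loss of ependymal cells alone cannot be told apart from other causes: 3 members rose, but only 1, Ak8, did so with any single array left out. Choroid plexus cells carry cilia too, but whether they express these motile cilia genes was not measured. A first rule, by which 1 raised member would have excluded this explanation, was made stricter after those values were seen.

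The mean of astrocyte membrane and secreted genes relative to that of intracellular ones was -0.38, a difference that did not pass once adjusted over the pairs (0.05). The membrane and secreted list holds more of the endfeet genes that the study chose on these samples, and no test left them out. With each member set against 200 genes of like level the difference was -0.39, and against 200 genes of like span -0.38 (both exact permutation p = 0.0286). The matching could hardly move the difference, since the lists had like median spans (18.7 and 17.6 kb) and levels (7.60 and 7.17). Over all genes the medians of 10 bins by level ran only from -0.05 to 0.08 and by span from -0.04 to 0.05, too small a range for either property to give the difference. A hypothesis, not tested since this series holds no measure of mRNA location, is that mRNAs for membrane and secreted proteins lie more in the endfeet. In situ hybridization of genes from both lists could test it. A difference of like size was also found outside the astrocyte lists, for transport minus endothelial genes (-0.34, exact permutation p = 0.0286, adjusted 0.05).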
